A study of Mus musculus with 4 samples.

How the data were processed

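The data were unique molecular identifier (UMI) counts per gene and nucleus from 4 droplet libraries of nuclei taken from frozen, pooled mouse hippocampus. Per the labels' protocols, about 10,000 nuclei entered each run of a 10x Genomics 3′ kit and the libraries were sequenced on an Illumina NovaSeq instrument. The deposited values are raw UMI counts made by the authors with Cell Ranger 7.1.0, per the file headers, and hold the barcodes that this program called as nuclei. The genome build, the annotation release, the counting of intron reads, the number, exact age and sex of the animals in each pool and the dates of preparation are not stated. The feature list held 55401 mouse genes and 2 human genes, MAPT and SORL1. Of the versioned mouse identifiers, 54349 were in GENCODE release M21, whose positions (mouse build GRCm38) are given for named genes. Human transcripts that resemble the mouse gene closely could be counted under Mapt or Sorl1, and mouse transcripts under the human genes, so these levels are uncertain. Several identifiers shared a symbol for 107 symbols, and their features were kept apart by identifier.

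The groups were taken from the labels: 1 wild-type (WT) library, 2 PS19 libraries and 1 library of PS19 mice that also carried the SORLA transgene (TG_PS19). Whether the 2 PS19 libraries came from separate pools of animals is not stated. WT and TG_PS19 were sampled by 1 library each, so that no spread between animals was measured in either group.

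A nucleus was kept with at least 500 UMIs, at least 300 genes and at most 5% mitochondrial UMIs. These limits removed 1 WT barcode, 4 and 2 barcodes of PS19 replicates 1 and 2, and 0 TG_PS19 barcodes. Doublets were scored within each library by the method of Scrublet, rewritten in Python, with 2 simulated doublets per nucleus. The highest scores were left out up to a share of 0.8% per 1000 nuclei. This removed 1277 WT nuclei, 165 and 192 PS19 nuclei and 731 TG_PS19 nuclei, or 10.01%, 3.55%, 3.90% and 7.52% of barcodes. Counts were scaled to 10000 per nucleus and log-transformed, and 2000 variable genes were chosen without mitochondrial genes, sex-linked genes and the targeted genes. The first 30 principal components were computed over the 4 libraries together without integration. Clusters came from a graph of 15 nearest neighbours with the Leiden method (leidenalg 0.10.2) at resolution 1.0, which gave 28 clusters. The Python version was 3.11.15, with numpy 2.4.6 and scipy 1.17.1.

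No cell annotation was used here, and classes were rebuilt from 18 marker lists fixed before the data were examined. A cluster took the name of the class with the largest share of raised markers. A marker was raised at a log2 fold of at least 1 over all other nuclei (pseudocount 10 CPM) and detection in at least 10% of nuclei. At least 4 raised markers, or 50% of the list and at least 3, were required, and this rule was set after the clusters had been seen. A cluster stayed unnamed if its 10 leading genes held more markers of another class, or if a low UMI count came with no own marker among them. A cluster led by Sfta3-ps and Hpse2 met these rules for ependymal cells, with 4 of 6 markers raised, and was left unnamed by judgement of its leading genes. It held 52 WT, 13 and 23 PS19 and 5 TG_PS19 nuclei, and ependymal cells were in no tested class. An astrocyte-like cluster was led by Gfap and Myoc among others, and its share of astrocytes is given after the lists had been seen. Unnamed nuclei made up 3.73% of kept WT nuclei, 0.45% and 0.66% of PS19 nuclei and 7.33% of TG_PS19 nuclei. Of the named classes, 12 held at least 50 nuclei in every library and were tested. All class names mean that a cluster resembled the class by these markers.

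Shares are percentages of named nuclei with exact (Clopper-Pearson) 95% binomial intervals. Levels of a summed class (CPM, UMIs of a gene per 1000000 UMIs of the class) have exact Poisson intervals. These intervals, and the limit of 3 counts given for a count of 0, cover counting error only. Shares of nuclei with a UMI were also computed after thinning every nucleus to 1000 UMIs, which left out shallower nuclei.

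For tests across genes, raw counts were summed per library within a class. Each class was fitted with edgeR 4.0.16 (R 4.3.3, limma 3.58.1) using its low-count filter, trimmed-mean (TMM) scaling and the quasi-likelihood F-test. All 4 libraries entered the fit, which left 1 residual degree of freedom from the PS19 pair. The lone WT and TG_PS19 libraries were therefore assumed to vary like the PS19 pair. P-values are two-sided and were adjusted by Benjamini-Hochberg within a class at 0.05, and calls were summed over classes. Comparisons of 2 lone libraries rest on the PS19 pair for their spread. Over genes with at least 20 counts, the PS19 pair differed by more than the noise of counting UMIs in all 12 classes. The chi-square per degree of freedom ran from 1.62 in microglia to 2.94 in oligodendrocytes. A rule fixed in advance barred tests where this chi-square showed no more than sampling noise. Nuclei of the pair were also reshuffled 20 times. The real pair lay above the highest reshuffling in 8 classes and did not in endothelial cells, inhibitory neurons, fibroblasts and other excitatory neurons. In the latter classes the pair could not be told from nuclei of a single sample. Their calls and adjusted p-values thus rest on no shown spread between libraries.

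The spread estimate borrows strength across genes through prior degrees of freedom, which ranged from 6.85 in microglia to infinite. The counts of calls under 4 ways of estimating them had been seen before the package default was kept, which was the choice fixed in advance. The other 3 are reported as alternatives chosen after seeing the data. The fit was tested on simulated data, with 200 genes changed by 1.5 on the log2 scale between PS19 and WT in 20 draws per class. The median share recovered ran from 28.0% in Cajal-Retzius neurons (6209 genes) to 82.75% in dentate granule neurons (17426 genes). False calls made up 3.15% to 5.58% of all calls. The draws used a common dispersion per class for all genes and libraries. They thus cannot show the rate of false calls where genes, or the lone libraries, vary differently. In microglia the prior degrees of freedom were at least 24.99 in the draws, beside 6.85 in the data. No gene was called in 4 of 20 draws in Cajal-Retzius neurons and in 1 of 20 draws in oligodendrocyte precursors.

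Named genes followed a rule fixed before the data were examined: the targeted or transgene-linked genes, the called members and up to 3 more of 5 fixed lists, and the class and gene pairs with the largest log2 fold changes. The pairs, 10 per comparison and at most 2 per class, had to be called, to have at least 20 CPM on average, and to move the same way against both PS19 libraries by more than their difference. They excluded marker and mitochondrial genes and genes lower in the class than elsewhere. The lists were disease-associated microglia, homeostatic microglia, reactive astrocytes, disease-associated oligodendrocytes and immediate early genes. A list's median log2 fold change was placed among 10000 random lists of the same size drawn from the 100 genes on either side of each member in mean expression. The percentile describes these libraries only.

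Whether genes that moved between WT and PS19 moved oppositely in TG_PS19 was measured with PS19 replicate 1 set against WT and TG_PS19 set against PS19 replicate 2. No library was then shared. Genes with an absolute log2 ratio of at least 1 and at least 20 CPM on average entered. The value with shared PS19 libraries was compared with 20 simulations of an unchanged TG_PS19.

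The alternatives fixed before the data were examined were other scalings (relative log expression, library totals), no low-count filter, DESeq2 1.42.0, only the libraries compared, other filters on nuclei, doublets kept, resolutions 0.5 and 2.0, thinning of class sums, genes at least as high in the class as elsewhere, sex-linked genes left out, a minimum size of change, another denominator for shares, and each PS19 library left out. Nuclei of TG_PS19 split by sex-linked UMIs, the estimates of the prior and the restriction to the 8 classes were added after seeing the data, as was a test of the glial lists among nuclei of 1000 to 3000 UMIs. A nucleus was called by Xist with at least 2 UMIs of Xist or Tsix and more than from Y-linked genes, and by Y with at least 1 UMI from Ddx3y, Uty, Kdm5d or Eif2s3y and 0 from Xist and Tsix.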

Results

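Nuclei from the hippocampus of 3 genotypes were profiled by droplet-based single-nucleus RNA sequencing. PS19 mice carry a mutant human tau (MAPT) transgene driven by the prion protein (Prnp) promoter, and they serve as a model of tau pathology. TG_PS19 mice carry in addition a transgene in the Rosa26 locus that overexpresses SORLA, a sorting receptor encoded by SORL1. WT mice served as the reference. The comparison of PS19 with WT describes the change that goes with the tau transgene, and the comparison of TG_PS19 with PS19 asks what raised SORLA adds in aged mice of this line. There were 2 PS19 libraries and 1 library each of WT and TG_PS19, all from pooled tissue. For WT and TG_PS19 no replicate was measured, which holds for every value below.

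The WT library held 12762 barcodes and 48670533 UMIs, with a median of 2643 UMIs per nucleus. PS19 replicate 1 held 4643 barcodes and 20064025 UMIs at a median of 2996, and PS19 replicate 2 held 4924 barcodes and 26198644 UMIs at a median of 3708.5. TG_PS19 held 9719 barcodes and 38971002 UMIs at a median of 2659. The lone libraries of WT and TG_PS19 thus had more nuclei and fewer UMIs per nucleus than either PS19 library, and no label tells whether they were prepared on the same occasion. After filtering, 11484 WT, 4474 and 4730 PS19 and 8988 TG_PS19 nuclei remained.

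The transgenes were read first, because they check the labels. Human MAPT (ENSG00000186868.18) had 0 UMIs among 40920626 in WT, which allows up to 0.0733 CPM at 3 counts. It reached 17.7 CPM (95% Poisson interval 15.8 to 19.6) in PS19 replicate 1, 18.7 CPM (17.0 to 20.4) in PS19 replicate 2 and 12.9 CPM (11.8 to 14.2) in TG_PS19. In neurons it was 27.0 CPM (23.6 to 30.8) and 26.01 CPM (23.1 to 29.2) in the PS19 libraries and 18.0 CPM (16.1 to 20.2) in TG_PS19. The TG_PS19 level thus lay below both PS19 intervals and by more than the difference between the PS19 libraries. Tested class by class with edgeR, MAPT was lower in TG_PS19 in all 8 classes in which it was tested and called in none: in dentate granule neurons the log2 fold change of TG_PS19 against PS19 was −0.45 (SE 0.19, adjusted p 0.133). At least 1 MAPT UMI was found in 21.8% and 23.4% of PS19 neurons and in 13.9% of TG_PS19 neurons, at median depths of 8688, 10620 and 8025 UMIs. Microglia, taken as background, gave 0.752%, 1.34% and 0 of 405 nuclei at median depths of 2253, 2603 and 1656 UMIs. Thinned to 1000 UMIs, the shares of neurons were 3.45% (exact interval 2.32 to 4.92) and 2.23% (1.38 to 3.38) in PS19 and 1.79% (1.23 to 2.50) in TG_PS19, with 1, 1 and 9 neurons left out. At this depth the shares of PS19 replicate 2 and TG_PS19 could not be told apart, while thinned microglia held MAPT in 0 of 265, 0 of 297 and 0 of 395 nuclei.

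Human SORL1 (ENSG00000137642.13) reached 65.2 CPM (62.5 to 67.9) over all TG_PS19 nuclei. The other libraries gave 2 UMIs in WT, 7 UMIs in 2 nuclei of PS19 replicate 1, and 0 UMIs in PS19 replicate 2, which allows up to 0.121 CPM. Within TG_PS19 the level was highest in endothelial cells at 406 CPM (343 to 477), followed by mural cells at 298 CPM (235 to 374) and fibroblasts at 248 CPM (214 to 285). In nuclei called by Xist, endothelial cells were also first, with 510.1 CPM (404 to 635). In nuclei called by Y-linked UMIs they had 3 UMIs, or 61.9 CPM (12.8 to 181), beside 401 CPM (245 to 620) in mural cells. The first place was thus not held in nuclei called by Y, and nuclei without a call were not ranked. Astrocytes had 127 CPM (117 to 136), microglia 44.9 CPM (30.9 to 63.1), oligodendrocytes 43.8 CPM (38.9 to 49.1) and neurons 33.8 CPM (31.1 to 36.7). SORL1 UMIs were seen in 24.4% of TG_PS19 neurons and, thinned to 1000 UMIs, in 3.47%, beside 1 of 2493 WT neurons and 0 of 841 and 0 of 944 PS19 neurons. The other libraries lack the transgene and give no measure of free SORL1 RNA within TG_PS19, so the share of neurons that made SORL1 is not known. Thinned shares of 4.05% in oligodendrocytes and 5.06% in microglia lay close to that of neurons.

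Mouse Sorl1 (ENSMUSG00000049313.8, chromosome 9, 41964720 to 42124297) had 97.8 CPM in WT, 89.7 and 85.6 CPM in PS19 and 80.9 CPM in TG_PS19 over all nuclei. In dentate granule neurons its log2 fold change was 0.33 (SE 0.11, edgeR adjusted p 0.0590) in PS19 against WT and −0.28 (SE 0.11, adjusted p 0.0893) in TG_PS19 against PS19. Mouse Mapt (ENSMUSG00000018411.17, chromosome 11, 104231390 to 104332090) was called in neither comparison in any class, with edgeR's adjusted p from 0.150 to 0.663 in dentate granule neurons, oligodendrocytes and astrocytes. In microglia Mapt changed by 1.24 (SE 0.26, edgeR adjusted p 0.0521) in PS19 against WT. In TG_PS19 against PS19 the microglial value was −1.11 (SE 0.28, edgeR adjusted p 0.0872). The 76 and 77 Mapt UMIs of PS19 microglia lay in 19 and 15 nuclei. WT microglia had 43 UMIs in 29 nuclei, and TG_PS19 microglia 32 in 19. Mapt was thus found in 7.14% and 5.03% of PS19, 4.83% of WT and 4.69% of TG_PS19 microglia. Both microglial changes therefore rested on few nuclei with several UMIs each. Prnp (ENSMUSG00000079037.9, chromosome 2, 131909928 to 131938429) was called in dentate granule neurons only among the 12 classes. It was higher in PS19 than in WT by 0.45 (SE 0.12, edgeR adjusted p 0.0083) and lower in TG_PS19 than in PS19, at −0.64 (SE 0.12, adjusted p 1.24e-05). Without PS19 replicate 1 these values were 0.28 and −0.48, and without PS19 replicate 2 they were 0.61 and −0.81. The other neuron classes moved the same way without a call, by 0.34 to 0.74 and by −0.65 to −0.29. Outside neurons, Prnp in PS19 against WT ranged from −1.25 in microglia to 0.44 in oligodendrocyte precursors. Whether transcripts of the tau transgene were counted under Prnp was not tested. With TG_PS19 nuclei called by Y-linked UMIs alone, Prnp in dentate granule neuron, TG_PS19 against PS19, was −0.45 and no longer called.

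The composition of named nuclei differed between libraries. No test of shares was run. An exact permutation test of 1 library against 2 cannot reach a p under 0.05, and a model-based test on the 1 residual degree of freedom was left out. Differences were therefore set against the difference between the PS19 libraries. Oligodendrocyte-like nuclei made up 30.2% (29.4 to 31.1) of WT, 41.4% (39.9 to 42.8) and 39.9% (38.5 to 41.3) of PS19, and 36.7% (35.7 to 37.8) of TG_PS19. Astrocyte-like nuclei made up 25.2% (24.4 to 26.01) of WT, 13.7% (12.7 to 14.7) and 14.6% (13.6 to 15.6) of PS19, and 19.9% (19.1 to 20.8) of TG_PS19. For both classes WT and TG_PS19 lay on the same side of the PS19 pair, by more than 2 times its difference of 1.52 and 0.926 percentage points. When astrocytes were counted among non-neuronal nuclei alone, the alternative that moved it most, the astrocyte share, WT minus PS19, rose from 11.1 to 14.96 points.

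All neurons together made up 22.5% (21.8 to 23.3) of WT, 18.9% (17.7 to 20.1) and 20.1% (19.0 to 21.3) of PS19, and 22.3% (21.4 to 23.2) of TG_PS19. WT and TG_PS19 exceeded the PS19 mean by 3.06 and 2.79 points, beside a difference of 1.21 points within the pair. Dentate granule neurons accounted for 14.7% (14.0 to 15.3) of WT, 10.9% (10.0 to 11.9) and 11.7% (10.8 to 12.7) of PS19 and 12.0% (11.3 to 12.7) of TG_PS19, so that TG_PS19 was not apart from PS19 replicate 2. Microglia made up 5.43% (5.01 to 5.87) of WT, 5.97% (5.29 to 6.71) and 6.34% (5.66 to 7.08) of PS19, and 4.86% (4.41 to 5.35) of TG_PS19. The WT share lay within 2 pair differences of the PS19 mean, and the TG_PS19 share lay farther. Oligodendrocyte precursors formed 3.17% (2.85 to 3.51) of WT, 5.01% (4.38 to 5.69) and 5.06% (4.46 to 5.73) of PS19 and 6.72% (6.19 to 7.28) of TG_PS19. T-cell-like nuclei were rare: 2 of 11056 in WT, 16 of 4454 and 16 of 4699 in PS19, and 1 of 8329 in TG_PS19.

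**Figure D1:**
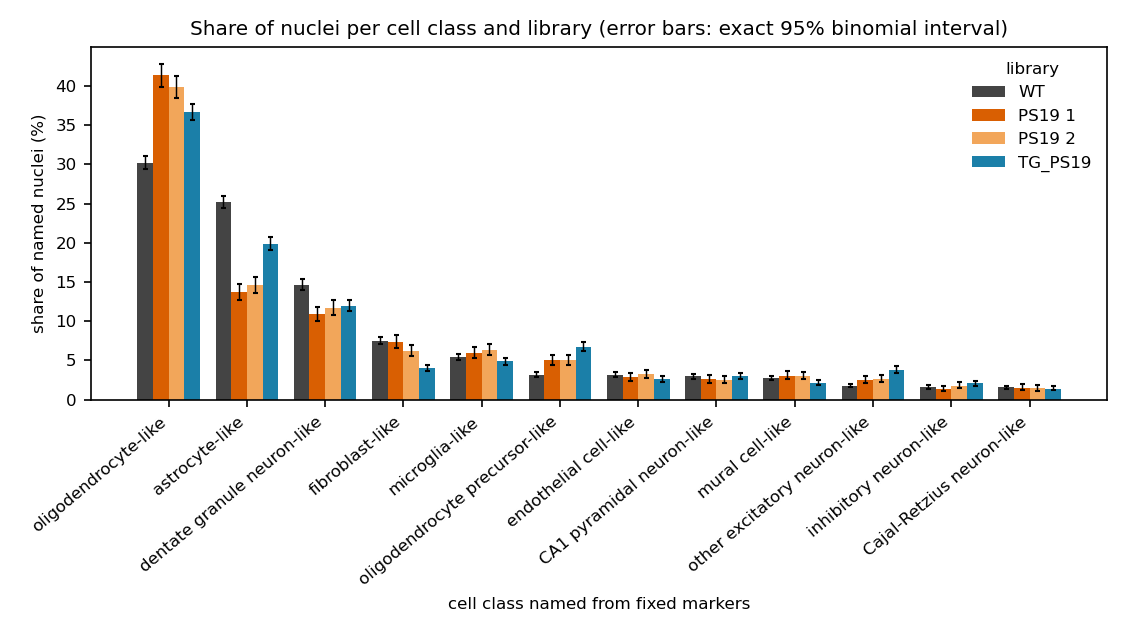
Percentage of named nuclei (axis starting at 0) per class and library, with bars for the 4 libraries and error bars for the exact 95% binomial interval, which covers counting error only. WT and TG_PS19 lie below both PS19 libraries for oligodendrocytes (30.2% and 36.7% against 41.4% and 39.9%) and above both for astrocytes.

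Genes that differed between PS19 and WT were called in 12 classes with edgeR's quasi-likelihood test. Of 146166 class and gene pairs, 3298 passed the adjusted threshold, 1602 higher and 1696 lower in PS19, while 15118 had an unadjusted p under 0.05. DESeq2 on the same sums called 362, the alternative that moved the count most, and 361 of these were among the 3298. Of the DESeq2 calls 61.1% were higher in PS19, beside 48.6% under edgeR. Oligodendrocytes gave 1131 calls, astrocytes 959, dentate granule neurons 543 and microglia 301. The microglial count depended on how the prior degrees of freedom were estimated: it was 972 with a robust prior. In CA1 pyramidal neurons, Gm43049 and human MAPT were the only calls, and in other excitatory neurons Gm43049 was the only call. These counts depended on the setting as well, with up to 155 calls in CA1 neurons (adjusted residual degrees of freedom) and up to 94 in other excitatory neurons (resolution 2.0).

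The largest changes in PS19 against WT belonged to Gm43049 (ENSMUSG00000105777.1), a long intergenic non-coding RNA on chromosome 3, 140692038 to 140760704. It was among the 10 largest pairs in dentate granule, CA1, other excitatory, inhibitory and Cajal-Retzius neurons and in oligodendrocyte precursors. In dentate granule neurons it had 0 UMIs in WT, which allows up to 0.268 CPM, and 49.1 ± 1.13 normalised CPM (SD, n = 2) in PS19, with an edgeR adjusted p of 7.59e-118. In CA1 neurons WT had 2 UMIs and PS19 85.5 ± 16.3 CPM (SD, n = 2). Fold changes fitted against 0 counts depend on the prior count of the fit, are no bounds and are not given. In TG_PS19 dentate granule neurons Gm43049 stood at 96.7 CPM, higher than in PS19 by 0.98 on the log2 scale (SE 0.12, edgeR adjusted p 1.02e-12). In other excitatory neurons the call in PS19 against WT (adjusted p 0.0359) was lost with relative log expression scaling, and in Cajal-Retzius neurons it was lost after thinning.

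The remaining pairs were Ebf3 in inhibitory neurons, Ptgis in mural cells, and Gpnmb and Plaur in microglia. Ebf3 (ENSMUSG00000010476.14, chromosome 7, 137193673 to 137314445) had 0 UMIs in WT, which allows up to 2.45 CPM, and 39.4 ± 8.99 CPM (SD, n = 2) in PS19 (edgeR adjusted p 8.41e-12). With doublets kept its log2 fold change was 0.88 and not called. At resolution 2.0 a small cluster without a class name, with Ebf2 and Ebf3 among its leading genes, was set apart from the inhibitory neurons. It held 1 WT, 8 and 8 PS19 and 28 TG_PS19 nuclei, with 26 and 33 Ebf3 UMIs in PS19. The inhibitory neurons then held 1 and 0 Ebf3 UMIs in PS19, so the call rested on this cluster. Ptgis (ENSMUSG00000017969.13, chromosome 2, 167191805 to 167240604) had 0 UMIs in WT, which allows up to 6.82 CPM, and 82.6 ± 25.5 CPM (SD, n = 2) in PS19 (edgeR adjusted p 0.00887). This call was lost with doublets kept and after thinning. Gpnmb (ENSMUSG00000029816.10, chromosome 6, 49036546 to 49070929) had 0 UMIs in WT and in TG_PS19, which allows up to 2.94 and 4.08 CPM, and 80.1 and 26.1 CPM in the PS19 libraries. Its edgeR adjusted p was 0.0422 against WT and 0.0606 for TG_PS19 against PS19. Plaur (ENSMUSG00000046223.10, chromosome 7, 24462484 to 24475968) had 3 UMIs in WT, 47 and 73 UMIs in PS19 and 1 UMI in TG_PS19, with edgeR adjusted p of 0.00533 and 0.00458 in the 2 comparisons.

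Between TG_PS19 and PS19, 5685 class and gene pairs were called with edgeR, 3676 higher and 2009 lower in TG_PS19, and 20113 had an unadjusted p under 0.05. DESeq2 called 771, of which 767 were shared. The direction of these calls depended on the scaling: 64.7% were higher in TG_PS19 with TMM scaling, and 43.8% of 6831 were higher with library totals. Library totals shifted the median of all genes by −0.17 on the log2 scale in astrocytes, the largest shift, and by more than 0.1 in 2 of 12 classes. Dentate granule neurons gave 1572 calls, oligodendrocytes 1522, astrocytes 1489 and microglia 336. The microglial count was 1053 with a robust prior.

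**Figure D2:**
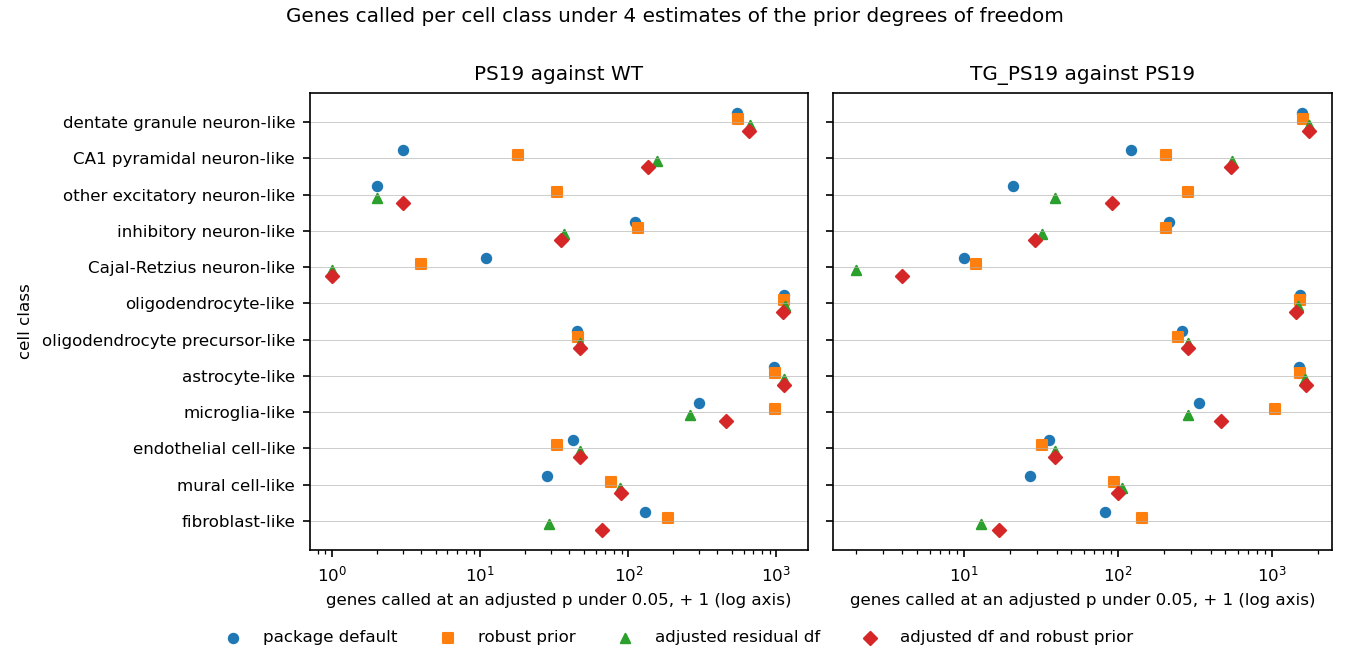
Number of genes called by edgeR plus 1 (log axis) per class for PS19 against WT and for TG_PS19 against PS19, with a point for each of 4 estimates of the prior degrees of freedom. Microglia have 301 calls in PS19 against WT with the package default and 972 with the robust prior.

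The 10 largest pairs in TG_PS19 against PS19 were SORL1 in astrocytes, endothelial and mural cells, Xist in dentate granule neurons, astrocytes, oligodendrocyte precursors and microglia, Tsix in fibroblasts and microglia, and Cfap97 in Cajal-Retzius neurons. SORL1 had 0 UMIs in the PS19 libraries in these 3 classes, with edgeR adjusted p of 1.92e-129 in astrocytes, 6.46e-41 in endothelial cells and 1.20e-05 in mural cells. Xist (ENSMUSG00000086503.4, chromosome X, 103460366 to 103483254) is transcribed from the inactive X chromosome of females. In dentate granule neurons it stood at 2.01 CPM in WT, 2.10 ± 1.73 CPM (SD, n = 2) in PS19 and 1611 CPM in TG_PS19, a log2 fold change of 9.46 (SE 0.17) against PS19. Leaving out PS19 replicate 1 or 2 gave 8.90 and 10.74. Tsix (ENSMUSG00000085715.2, chromosome X, 103431517 to 103484957) overlaps Xist on the other strand, and the counting by strand is not stated, so the 2 genes are not separate evidence. Cfap97 (ENSMUSG00000031631.15, chromosome 8, 46151771 to 46195590) had 9 and 14 UMIs in PS19, 25 in WT and 0 in TG_PS19, which allows up to 10.7 CPM (edgeR adjusted p 0.0225). This call was lost after thinning and within either sex call of TG_PS19.

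Between TG_PS19 and WT, 2478 pairs were called with edgeR, 1750 higher and 728 lower in TG_PS19, with 14829 at an unadjusted p under 0.05 and 147 by DESeq2. With library totals 44.8% of 2373 calls were higher, beside 70.6% with TMM, and DESeq2 gave 83.0% higher. Both arms were lone libraries here. In microglia the only calls were Xist and Tsix, named after their values were seen, while 717 genes had an unadjusted p under 0.05 and DESeq2 called 2 genes. With relative log expression scaling, edgeR called 101 microglial genes.

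The disease-associated microglia list of 16 genes rose in PS19. Its median log2 fold change against WT was 2.53, above all 10000 random lists, and 15 members were higher. Against all genes tested 8 members were called with edgeR, and 14 adjusted over the list alone. In TG_PS19 against PS19 the median was −2.95, below all random lists, or −2.67 with genes at 0 counts set to their bound. There 7 members were called, and 13 adjusted over the list alone. Leaving out PS19 replicate 1 gave 2.11 and −2.52. Members with at least 20 CPM alone, the alternative fixed in advance that moved the medians most, gave 1.71 for the disease-associated microglia list in microglia, PS19 against WT, and −2.17 for the disease-associated microglia list in microglia, TG_PS19 against PS19. With TG_PS19 nuclei called by Y-linked UMIs alone, the latter was −3.54. With the 7 members at 0 counts at their bound it was −1.28, beside −2.67 over all nuclei. That bound is set by the UMIs of few nuclei, so −1.28 does not measure a smaller fall. Clec7a (ENSMUSG00000079293.11, chromosome 6, 129461591 to 129472779) stood at 5.96 CPM in WT, 143 ± 22.2 CPM (SD, n = 2) in PS19 and 5.87 CPM in TG_PS19. Its log2 fold changes were 4.56 (SE 0.38, edgeR adjusted p 0.00327) in PS19 against WT and −4.58 (SE 0.43, adjusted p 0.00415) in TG_PS19 against PS19. Axl (ENSMUSG00000002602.16, chromosome 7, 25757273 to 25788705) changed by 2.71 (SE 0.30, adjusted p 0.00686) and −3.98 (SE 0.40, adjusted p 0.00415). Itgax, Lpl and Csf1 were called in both comparisons as well, with log2 fold changes of 2.42 to 3.67 and −4.10 to −3.13, where TG_PS19 held 2, 3 and 7 UMIs. Ctsb was called in both at 0.99 and −1.56, Cd9 and Gpnmb in PS19 against WT only, and Apoe in TG_PS19 against PS19 only, at −1.20. Whether the effects of genes called in 1 comparison only differed was not tested. Cst7, Tyrobp and Trem2 were not called. Trem2 was the member that did not rise, at −0.09 in PS19 against WT, where leaving out PS19 replicate 2 gave 0.06.

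The number of microglial calls depended on the setting. After thinning to the lowest library edgeR called 0 microglial genes in either comparison, with 1192 and 1388 at an unadjusted p under 0.05, while the prior degrees of freedom fell from 6.85 to 1.204. With TG_PS19 nuclei called by Y alone, it called 0 genes in TG_PS19 against PS19, with 1231 at an unadjusted p under 0.05. The log2 fold change of Clec7a in microglia, TG_PS19 against PS19, was −4.50 after thinning. In the nuclei called by Y 1 Clec7a UMI was left, 0.0459 times the PS19 level (0.00116 to 0.256). DESeq2, run on the unthinned sums of all nuclei, called 81 and 116 microglial genes in the 2 comparisons.

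The homeostatic microglia list of 8 genes fell in PS19, at a median of −0.79 against WT, below all random lists, and all 8 members were lower. It rose in TG_PS19 against PS19, at 0.76 with all 8 higher, at percentile 99.97. With edgeR 5 and 4 members were called, and 8 and 8 adjusted over the list alone. Keeping doublets moved the medians most, to −0.51 and 0.56. Fcrls (ENSMUSG00000015852.13, chromosome 3, 87250758 to 87263738) stood at 453 CPM in WT, 158 ± 25.9 CPM (SD, n = 2) in PS19 and 371 CPM in TG_PS19. Its log2 fold changes were −1.53 (SE 0.17, adjusted p 0.00686) and 1.24 (SE 0.18, adjusted p 0.0133). Siglech and Selplg were called in both comparisons, P2ry12 and Tmem119 in PS19 against WT only, Cx3cr1 in TG_PS19 against PS19 only, and P2ry13 and Sall1 in neither.

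Of the 10 reactive astrocyte genes 8 were tested in astrocytes. Their median rose by 2.45 in PS19 against WT, above all random lists, and was −2.42 in TG_PS19 against PS19, below all. All 8 members were called higher in PS19 and 7 lower in TG_PS19, with 8 and 8 adjusted over the list alone. Gfap (ENSMUSG00000020932.14, chromosome 11, 102887336 to 102900912) stood at 120.1 CPM in WT, 555 ± 9.26 CPM (SD, n = 2) in PS19 and 107 CPM in TG_PS19. Its log2 fold changes were 2.21 (SE 0.14, edgeR adjusted p 3.72e-49) and −2.37 (SE 0.15, adjusted p 1.13e-53). Vim, Serpina3n, C4b, Cd44 and Osmr changed by 2.06 to 2.73 and by −3.08 to −2.09. Cxcl10 (ENSMUSG00000034855.13, chromosome 5, 92346638 to 92348889) changed by 3.75 and −5.92, and by 2.996 and −5.06 without PS19 replicate 1, which held 140 UMIs beside 78 in replicate 2 and 3 in TG_PS19. The astrocyte-like cluster led by Myoc and Gfap made up 9.01% (7.97 to 10.1) of WT astrocytes, 32.2% (28.5 to 36.1) and 30.03% (26.6 to 33.6) of PS19 astrocytes and 6.63% (5.48 to 7.94) of TG_PS19 astrocytes. S1pr3 was called in PS19 against WT only, at 0.92, a call lost after thinning.

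The disease-associated oligodendrocyte list of 6 genes had a median of 2.04 in PS19 against WT and −2.46 in TG_PS19 against PS19, above and below all random lists. With edgeR 4 members were called higher in PS19 and 5 lower in TG_PS19, and 5 and 6 adjusted over the list alone. C4b (ENSMUSG00000073418.4, chromosome 17, 34728380 to 34743882) stood at 30.5 CPM in WT, 276 ± 50.1 CPM (SD, n = 2) in PS19 and 25.2 CPM in TG_PS19 oligodendrocytes. Its log2 fold changes were 3.18 (SE 0.15, edgeR adjusted p 1.14e-90) and −3.45 (SE 0.16, adjusted p 3.44e-99). Serpina3n, H2-D1 and Klk6 were called in both comparisons, Il33 in TG_PS19 against PS19 only, at −0.47, and B2m in neither. Il33 lost its call with TG_PS19 nuclei called by Xist alone. The median was 1.69 and −2.11 without PS19 replicate 1, with the sign kept.

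**Figure D3:**
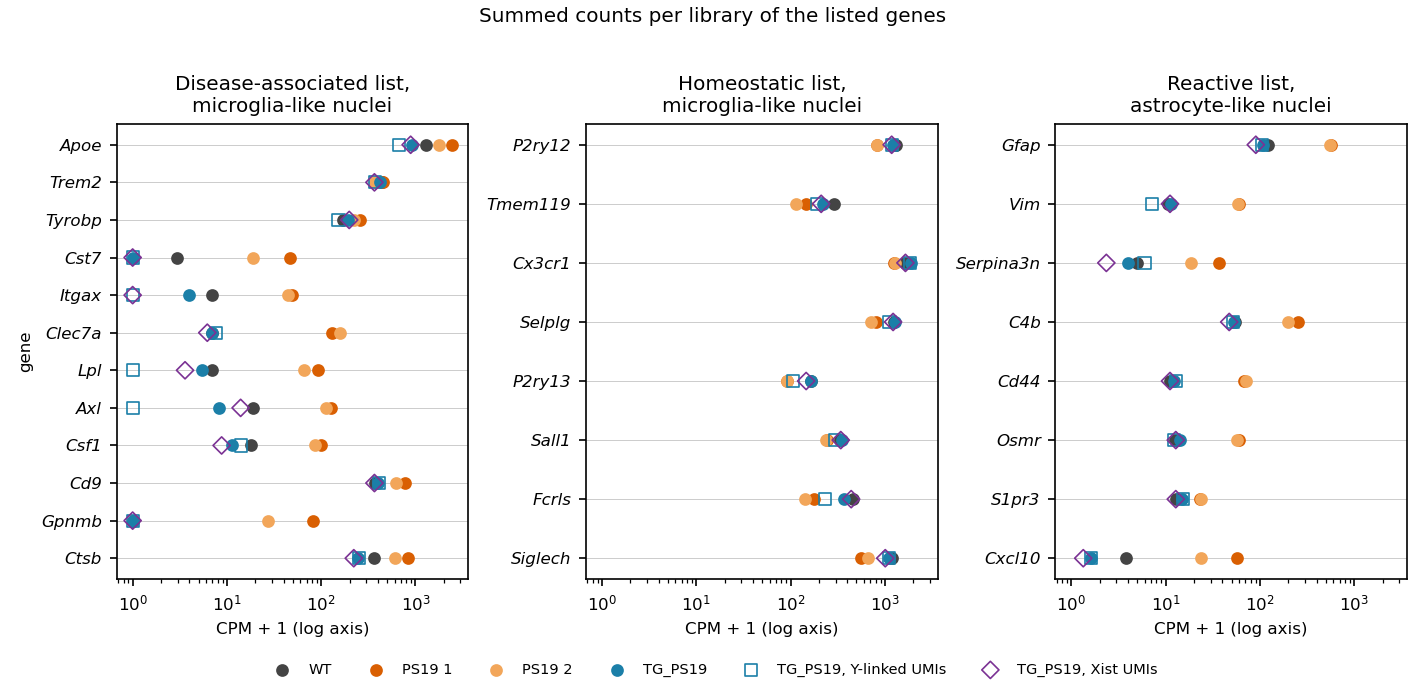
Normalised CPM plus 1 (log axis) of the named members of the disease-associated and homeostatic microglia lists and the reactive astrocyte list, with a filled point per library and open points for TG_PS19 nuclei called by Y-linked or Xist UMIs. Gfap lies at 555 CPM in PS19 against 120.1 CPM in WT and 107 CPM in TG_PS19, and Trem2 lies together in the 4 libraries.

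No immediate early gene was called with edgeR or DESeq2 in any neuron class with members tested. In dentate granule neurons 5 of 7 genes were tested, with a median of 0.44 in PS19 against WT and −2.10 in TG_PS19 against PS19. There 0 and 4 members had an unadjusted p under 0.05, and 0 and 3 were called adjusted over the list alone. Without PS19 replicate 1 the medians were −0.22 and −1.20, so that the direction of the first rested on that library. In CA1 neurons the medians were −1.15 and 0.63, the latter 0.35 without PS19 replicate 2, with 6 and 1 members of 6 called adjusted over the list alone and 6 and 2 at an unadjusted p under 0.05. In other excitatory and inhibitory neurons the medians were −0.20 and −0.05 in PS19 against WT, where alternatives reversed the sign, and −1.09 and −1.07 in TG_PS19 against PS19. In other excitatory neurons the first value was 0.20 without PS19 replicate 2, and the second was −0.54 without PS19 replicate 1. Adjusted over the list alone, 3 members were called in the former and 1 in the latter in TG_PS19 against PS19, and 0 in PS19 against WT. Unadjusted p under 0.05 was reached there by 0 and 3 members of other excitatory neurons and by 0 and 2 of inhibitory neurons. Among random lists, the percentiles in the 2 comparisons were 91.76 and 0.0 in dentate granule neurons and 0.0 and 99.9 in CA1 neurons. They were 11.2 and 0.0 in other excitatory neurons and 48.55 and 0.11 in inhibitory neurons.

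Genes that moved between WT and PS19 tended to move oppositely between PS19 and TG_PS19. With no library shared, 61.3% of 4074 class and gene pairs moved oppositely, beside 50.1% in simulations of an unchanged TG_PS19. The correlation across genes was −0.289, and genes are not independent replicates. With the PS19 libraries exchanged the share was 60.1% of 3765, and a minimum of 50 CPM, the alternative that moved it most, gave 71.0%. The share differed between classes. It was 96.2% of 79 genes in oligodendrocytes, 93.8% of 113 in astrocytes and 88.7% of 583 in microglia, and with the libraries exchanged 90.0%, 93.6% and 85.6%. It was 46.3% of 272 in inhibitory neurons and 47.5% of 1052 in Cajal-Retzius neurons. With both PS19 libraries in both contrasts it was 86.1%, beside 66.9% in the simulation. Of 1555 pairs called in both comparisons with edgeR, 1521 were called in opposite directions, among them all 178 in microglia and 552 of 556 in astrocytes. These calls share the PS19 libraries, which by itself favours opposite signs.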

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

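The tests of Xist, of both unnamed clusters and of nuclei split by sex-linked UMIs in this part were chosen after the result was seen.

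Calls of nuclei by sex-linked UMIs were in no planned comparison, although Xist and Tsix are among the largest changes of TG_PS19 against PS19. Calls by Xist were frequent in 1 library alone. In TG_PS19, 4803 of 9719 barcodes, or 49.4% (48.4 to 50.4), were called by Xist, and 2271 were called by Y-linked UMIs. In the other libraries 13, 5 and 6 barcodes were called by Xist, or 0.102%, 0.108% and 0.122%. RNA from other cells would put Xist into nuclei with Y-linked UMIs as often as into those without, but an Xist or Tsix UMI was found in 22.3% of the former and 73.0% of the latter. Female nuclei from a sample without the SORL1 transgene would lack human SORL1, but nuclei called by Xist held 76.5 CPM, more than the 43.2 CPM in those called by Y. Both values argue against these explanations. A hypothesis is that the TG_PS19 pool may hold animals of both sexes and the other pools males only. The labels state no sex, so sex stays open as a confounder of each TG_PS19 comparison. Whether the genotype differs in effect between sexes was not tested.

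The sex split bears on the values of TG_PS19. In neurons called by Y, human MAPT had 21.8 CPM (17.8 to 26.5) in TG_PS19 beside 27.8 and 25.9 CPM in PS19, and TG_PS19 neurons called by Xist had 16.6 CPM (14.2 to 19.2). With nuclei called by Y alone, the medians of TG_PS19 against PS19 were −2.28 for the reactive astrocyte list, −1.94 for the disease-associated oligodendrocyte list and 0.61 for the homeostatic microglia list, with no member at 0 counts. For the disease-associated microglia list 80 TG_PS19 microglia were called by Y. In these, 10 of 16 members lay below both PS19 libraries by more than the counting intervals, beside a median of 1 and at most 6 members in 10000 random lists of like expression. Apoe had 101 UMIs where the PS19 level would give 314, and Axl had 0 where it would give 17.6. Sex as the whole cause of the 4 list changes is argued against. In the same nuclei 7 members of the microglia list had 0 UMIs. The median with these at their bound was −1.28, beside −2.67 over all nuclei. That bound is set by the UMIs of few nuclei, so these values cannot decide the size of that change. Sex thus stays open as a part of it.

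A cluster that carried no class name made up 7.27% (6.74 to 7.82) of kept TG_PS19 nuclei. It held 653 TG_PS19 nuclei, 95 WT nuclei and 7 and 8 PS19 nuclei, and it entered no comparison. Its leading genes were Ttr, Dynlt1a, Xist, Cst3, Rpl41 and Fth1, and 409 of the TG_PS19 nuclei were called by Xist and 12 by Y. The median UMI count was 0.397 times that of the library. Droplets with little RNA of their own would give a low value, but named clusters had low values as well, with 0.414 for T-cell-like nuclei and 0.523 and 0.544 for the largest mural-like and endothelial-like clusters. The value alone thus decides nothing. The median mitochondrial share was 0.357%, beside 0.264%, 0.064% and 0.068% in those clusters and 0.808% in ependymal-like nuclei. Of the markers of its closest class, microglia, 2 of 8 were raised, beside 6 of 6 own markers in each of those clusters. These values go with droplets with little RNA of their own but do not decide it, so such droplets stay open. A cell state peculiar to TG_PS19 was not tested. Leaving the cluster out of the named nuclei raises every TG_PS19 share in the same proportion.

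Another cluster without a class name was found almost in WT alone, with 281 WT nuclei, or 2.45% (2.17 to 2.75) of kept WT nuclei, 1 TG_PS19 nucleus and 0 nuclei of either PS19 library. Sntb1, Fabp7, Hey2 and Frzb were among its leading genes. Doublets of classes found in every library are argued against, since the WT share would give 165 such nuclei in TG_PS19 at its doublet rate. The median UMI count was 1.03 times that of the library, and the median doublet score of 0.0167 lay near the 0.0128 of the rest of WT. Choroid plexus epithelium held 0 of 11056 named WT nuclei, beside 24 and 24 PS19 nuclei and 34 TG_PS19 nuclei. Ependymal cells held 0 named WT nuclei, beside 26 and 12 PS19 nuclei and 17 TG_PS19 nuclei. This 0 rests on a judgement, since the cluster led by Sfta3-ps and Hpse2 met the ependymal marker rule and was left unnamed. That cluster held 52 WT, 13 and 23 PS19 and 5 TG_PS19 nuclei. The choroid plexus counts bear on dissection but do not decide it. A difference in dissection and a change of genotype both stay open and were not tested, with 1 WT library.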

How the results depend on the processing

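The splits of TG_PS19 nuclei by sex-linked UMIs, the estimates of the prior and the restriction to 8 classes were tests chosen after the result was seen. No paired analysis was possible because no label pairs the libraries. Calls without a PS19 library could not be tested, since no residual degree of freedom is left, and the same holds for TG_PS19 against WT with only the libraries compared, which was not run. Below, values after an alternative follow the value as reported in brackets, and the cause was not tested unless given.

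Every alternative to the counts left the 3 comparisons with calls. DESeq2 gave 362 (3298), 771 (5685) and 147 (2478) for PS19 against WT, TG_PS19 against PS19 and TG_PS19 against WT. A required log2 fold change of 1 gave 1607, 2293 and 897, as its construction removes genes. Genes at least as high as in other classes gave 1669 and 3705 in the first 2 comparisons, with fewer genes kept. Thinning gave 2109 in PS19 against WT and 1623 in TG_PS19 against WT, with fewer counts. TG_PS19 nuclei with Y-linked UMIs gave 3617 in TG_PS19 against PS19 and 1279 in TG_PS19 against WT, with fewer nuclei. The other alternatives stayed within 1.5 times the reported counts.

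Shares kept their direction under the alternatives fixed in advance. A call by Xist or Y needs UMIs and so favours deep nuclei, such as neurons, over shallow ones. Shares of called TG_PS19 nuclei set against all PS19 nuclei are shifted by this construction and say nothing about stability. For all neurons share, TG_PS19 minus PS19 (2.79 points), nuclei called by Xist gave 10.5. For oligodendrocyte share, TG_PS19 minus PS19 (−3.89), they gave −15.2 and nuclei called by Y −2.45. For astrocyte share, TG_PS19 minus PS19 (5.77), Xist gave 8.46, Y 7.89 and non-neuronal nuclei as the denominator 8.05. For microglia share, TG_PS19 minus PS19 (−1.29), Xist gave −0.923, Y −2.42 and doublets kept −0.965. For astrocyte share, WT minus PS19 (11.1), doublets kept gave 9.92 and the other denominator 14.96, and for microglia share, WT minus PS19 (−0.73), doublets kept gave −0.251.

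The glial lists kept their sign under each alternative run, of which thinning leaves the expected ratios as they are by construction. For the disease-associated microglia list in microglia, PS19 against WT (2.53), doublets kept gave 2.12, members with at least 20 CPM 1.71, and leaving out a PS19 library 2.11 to 2.64. For the disease-associated microglia list in microglia, TG_PS19 against PS19 (−2.95), these alternatives gave −2.30 and −2.17, Xist −2.45 and Y −3.54. With members at 0 counts at their bound, the last 2 were −1.74 and −1.28 (−2.67). For the homeostatic microglia list in microglia, PS19 against WT (−0.79), doublets kept gave −0.51 and thinning −0.75. For the homeostatic microglia list in microglia, TG_PS19 against PS19 (0.76), doublets kept gave 0.56, Y 0.61 and leaving out a PS19 library 0.64 to 0.78.

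For the reactive astrocyte list in astrocyte, PS19 against WT (2.45), thinning gave 2.64 and leaving out a PS19 library 2.23 to 2.47. For the reactive astrocyte list in astrocyte, TG_PS19 against PS19 (−2.42), thinning gave −2.45, library totals −2.59 and Y −2.28. For the disease-associated oligodendrocyte list in oligodendrocyte, TG_PS19 against PS19 (−2.46), Y gave −1.94.

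The immediate early list was less stable, and its direction in PS19 against WT reversed in 3 of 4 neuron classes. For the immediate early list in dentate granule neuron, PS19 against WT (0.44), leaving out a PS19 library gave −0.22 to 0.56. For the immediate early list in other excitatory neuron, PS19 against WT (−0.20), it gave −0.38 to 0.20, thinning 0.052, members with at least 20 CPM 0.064 and resolution 2.0 −0.69. For the immediate early list in other excitatory neuron, TG_PS19 against PS19 (−1.09), leaving out a PS19 library gave −1.25 to −0.54, thinning −1.74 and resolution 2.0 −0.21. For the immediate early list in inhibitory neuron, PS19 against WT (−0.05), doublets kept gave 0.0005, Y 0.26 and thinning −0.27. For the immediate early list in inhibitory neuron, TG_PS19 against PS19 (−1.07), Xist gave −0.74 and Y −1.90. For the immediate early list in CA1 pyramidal neuron, TG_PS19 against PS19 (0.63), Xist gave 0.25 and leaving out a PS19 library 0.35 to 0.84.

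For opposite direction of TG_PS19 against PS19 among genes that moved between WT and PS19 (61.3%), a minimum of 5 CPM gave 58.0, 50 CPM 71.0 and doublets kept 64.8.

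Without 1 or the other PS19 library, 13 of 127 pairs of a class and a listed, targeted or largest-change gene changed direction in PS19 against WT, and 18 in TG_PS19 against PS19. Among them was Fos in dentate granule neurons (1.72 and −2.46), with 15 and 0 UMIs in PS19, 5 in WT and 2 in TG_PS19, and Fos in other excitatory neurons (−0.61 and −2.16), with 12 and 0 UMIs in PS19, 13 in WT and 3 in TG_PS19. Their values thus rested on PS19 replicate 1. Mapt in mural cells, PS19 against WT (0.51), gave −1.27 to 1.35, with 23 and 4 UMIs in PS19. For Trem2 in microglia, PS19 against WT (−0.09), doublets kept gave 0.19 and leaving out a PS19 library −0.25 to 0.056. For Trem2 in microglia, TG_PS19 against PS19 (0.04), the values were −0.16 with doublets kept, −0.052 with library totals, −0.098 with Y, −0.051 with Xist, and −0.11 to 0.19 without a PS19 library. Sorl1 in oligodendrocyte, TG_PS19 against PS19 (0.11), gave −0.11 with Y and −0.13 with Xist. Sorl1 in astrocyte, TG_PS19 against PS19 (−0.03), gave 0.28 with Y and −0.085 to 0.021 without a PS19 library. Mapt in astrocyte, TG_PS19 against PS19 (0.13), gave −0.037 with library totals. Without a PS19 library, Prnp in oligodendrocyte, PS19 against WT (0.06), gave −0.13 to 0.25, Prnp in astrocyte, PS19 against WT (−0.15), gave −0.41 to 0.088, and Prnp in astrocyte, TG_PS19 against PS19 (−0.19), gave −0.43 to 0.068. Gm43049 in Cajal-Retzius neuron, TG_PS19 against PS19 (0.37), gave −0.13 to 1.27. Xist in dentate granule neuron, PS19 against WT (0.17), gave −0.12 after thinning and −1.14 to 0.71 without a PS19 library, and Xist in astrocyte, PS19 against WT (0.75), gave −0.019 after thinning. The splits by Xist and Y give no value for Xist and Tsix, since they are made from these genes.

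Of 134 genes named by class and comparison, relative log expression kept 120 on the same side of the threshold and in direction, library totals 116, doublets kept 115 and thinning 97. Thinning left 33 in direction but no longer called. Thinning left 0 microglial calls with edgeR in PS19 against WT and TG_PS19 against PS19, beside 1192 and 1388 at an unadjusted p under 0.05, while DESeq2 on unthinned sums called 81 and 116. The prior degrees of freedom fell from 6.85 to 1.204 in that fit, and at unchanged depth the robust prior alone moved the count in PS19 against WT from 301 to 972, so lower depth and the estimate of the prior were not separated.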

Other observations

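The tests in this part were chosen after the result was seen.

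The glial lists moved towards WT in TG_PS19, and technical explanations were weighed against that pattern. Unequal depth is argued against as the whole cause. Among microglia of 1000 to 3000 UMIs the median depths were 2063 and 2313 UMIs in PS19 and 1648 in TG_PS19, nearer to each other than the 2253, 2603 and 1656 of all microglia but not equal. The median log2 ratio of the disease-associated microglia list in TG_PS19 against PS19, with genes at 0 counts at their bound, was −2.39 among these (−1.504 without PS19 replicate 1) and −2.71 among all microglia (−2.16). In the same range of depth the medians were 0.55 for the homeostatic microglia list, −2.29 for the reactive astrocyte list (−1.48 without PS19 replicate 1) and −2.66 for the disease-associated oligodendrocyte list. Free RNA is argued against as the whole cause for the disease-associated microglia list and was not tested for the other glial lists. Endothelial and mural nuclei hold fewer UMIs than microglia, so free RNA would take at least as large a share of theirs. The fall of a member in microglia was 8.51 times its PS19 level in those nuclei in the median, and above 1 time for each of the 16 members but Trem2 (0.875). A lower level of the tau transgene is a candidate explanation that remained open. Human MAPT in TG_PS19 neurons was 0.683 times that of PS19, below the counting intervals of both PS19 libraries. In neurons called by Y the ratio was 0.816, with an interval of 17.8 to 26.5 CPM that reached the lower PS19 value of 25.9 CPM, which leaves that part undecided. The reactive astrocyte list was also read within sets of astrocytes, since the cluster led by Myoc and Gfap was larger in PS19. The medians of TG_PS19 against PS19 were −1.85 within that cluster (−1.87 to −1.49 without a PS19 library) and −1.56 among other astrocytes (−1.89 to −1.48). A larger share of this cluster is thus argued against as the whole cause and stays open as a part of it, and the cluster was itself formed from expression. Microglia were split at resolution 2.0, where 1 microglia-like cluster held 34 WT, 199 and 223 PS19 and 9 TG_PS19 nuclei. The microglia lists were not read within such sets, so a larger share of that cluster in PS19 stays open for them. SORLA, the tau transgene level, animal and a part played by sex were not separated by this design, so the list changes cannot be assigned to SORLA from these libraries alone.

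A preparation shared by WT and TG_PS19 but not by PS19 could also move genes in both comparisons. Of 3432 genes tested in all 12 classes, 10.2% moved the same way in at least 11 classes between PS19 and WT. The PS19 libraries against each other gave 6.38%, TG_PS19 against PS19 17.2% and TG_PS19 against WT 16.4%. WT and TG_PS19 thus differed from each other in this measure more than PS19 and WT did. Because preparation and genotype cannot be told apart with 1 WT and 1 TG_PS19 library, this stays open.

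Gm43049 was almost absent from WT, with 2 UMIs beside 641 and 973 in PS19 and 2293 in TG_PS19, or 0.0489, 33.6, 39.2 and 66.9 CPM. A hypothesis is that a chromosome segment carried with the tau transgene, from another strain or altered at the insertion, may bring this transcript along. The nearest detected gene, Gm32754 (chromosome 3, 140904998 to 140917459), had 0 UMIs in WT and 207 over the other 3 libraries, with 26 and 40 in PS19 and 141 in TG_PS19, or 1.36, 1.61 and 4.11 CPM. Both genes were thus higher in TG_PS19 than in PS19, while human MAPT was lower. A transcript carried along with the transgene need not follow its level, so these values do not decide on such a segment. The 5 farther genes with at least 100 UMIs all had UMIs in WT. Gm15688 stood at 4.67 CPM in WT and 4.47 to 4.72 CPM elsewhere, Stpg2 at 5.65 and 3.34 to 4.84, Unc5c at 601 and 630.04 to 683, and Gm43826 at 1.81 and 1.78 to 2.58. Gm15689 stood at 2.44 CPM in WT (1.99 to 2.97), 2.57 and 3.51 CPM in PS19 and 5.45 CPM in TG_PS19, so it too was highest in TG_PS19. No genotype or insertion site was examined. The segment and a difference of strain with no link to the transgene cannot be told apart, because transgene and strain background were not varied separately.

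Another unnamed cluster, led by Sfta3-ps and Hpse2, held 52 WT, 13 and 23 PS19 and 5 TG_PS19 nuclei.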
